A study of Mus musculus with 16 samples. Its data were reported in "Distinct transcriptional responses elicited by unfolded nuclear or cytoplasmic protein in mammalian cells" (2015).

How the data were processed

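RNA was collected from NIH3T3 cells, a mouse fibroblast line, that stably expressed a destabilizing domain fused to superfolder GFP. The 16 libraries fell into 4 groups of 4 replicates. One group was untreated (control, 0 min), and the others were harvested 45, 135 and 405 min after exposure to bortezomib. Group and replicate number were taken from the sample titles. The bortezomib dose was not given in the labels.

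Per the labels, libraries were made from total RNA with a NuGEN Encore Complete kit and sequenced on an Illumina HiSeq. The study's methods describe purifying poly(A) RNA with oligo(dT) beads and name a NuGEN Encore kit as an addition. They do not say which libraries were made in which way. According to its methods, the study mapped its reads to mouse assembly mm9 and used DNAnexus to analyse them against RefSeq. The authors deposited 1 table per library with estimated counts, the raw fragments assigned to each of 23356 genes, beside scaled fragments and FPKM values that were not used here. The column names are those of a Cuffdiff read-group table. The aligner and the software versions were not stated. Between 98.9% and 99.8% of the values in a library were whole numbers, and all were rounded to whole counts before testing. In 1 table (45 min, replicate 1), 27 gene symbols had been turned into dates. They were restored from the row order, which the other tables share. No 2 of the 120 pairs of libraries held identical values, so each library was counted as a separate replicate.

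The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) with TMM normalization and 1 mean per group, fitted to all 16 libraries so that the groups shared the dispersion estimates (12 residual degrees of freedom). The study's methods mention the removal of genes with a zero count without saying in how many libraries. Here this was read strictly, and a gene was tested only if it had at least 1 count in every library, which left 5030 genes (21.5%). A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Each bortezomib time point was compared with control, 135 min with 45 min, and 405 min with 135 min. Standard errors are the log2 fold change divided by the square root of the F statistic. Sets of proteasome, chaperone, p53 target, oxidative stress, ER stress and ubiquitin genes were written down before the data were examined and tested with camera (limma 3.58.1, inter-gene correlation 0.01), with adjustment over all 18 tests. The genes named in the text were fixed in advance as well. They were a panel of 16 stress genes, plus up to 5 genes per direction and time point that passed the threshold with all 4 treated libraries beyond all 4 controls. No gene met the second part of that rule. Panel genes that the filter removed were compared by 2-sided exact permutation tests of the mean log2(CPM + 1), adjusted over 15 tests. Of the panel, 1 gene is not reported here. CPM values were computed over the fragments of the tested genes after TMM scaling, with a pseudocount of 1. For correlations between libraries they were computed over all fragments without scaling.

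The fit was tested on simulated counts drawn from the means and library sizes of these libraries, with 200 genes changed 4-fold. At a dispersion of 0.05, 200 changed genes were recovered with 11 false calls. At the dispersion estimated from the libraries (0.625), 1 of 184 changed genes was recovered with 2 false calls. In the simulation, with this test and the same number of libraries, the count of calls at a 4-fold change was thus limited by the spread between replicates. The simulated libraries had a single dispersion for all genes and no differences in composition, unlike the real libraries (below). Recovery in the real libraries may therefore differ. The choice of test mattered too, as other tests called more genes in these libraries (below).

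Gene positions and exon lengths came from the GENCODE M1 annotation of the NCBIM37 assembly (mm9), which matched 21206 of the gene symbols (90.8%). As a measure of sequence other than fibroblast mRNA, the share of fragments in 1393 olfactory and vomeronasal receptor genes was computed among the genes with an exon length. Its density per kilobase, leaving out the 5% of receptor genes with the highest density, was divided by the density of all genes. Intervals for shares of single libraries are 95% Wilson intervals, and they cover counting error only, because PCR copies without molecular identifiers are not independent molecules.

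The alternatives were filterByExpr and no filter on low counts, RLE factors, DESeq2 1.42.0, edgeR's exact test, fits of only the 2 groups compared, the replicate number as a block, thinning of every library to 570323 fragments, the fry test for sets, and 16 fits that each left out 1 library. The receptor share itself, its classes at 0.5% and 2.5%, fits with its log2 as a covariate, and fits of only the libraries over 2.5% were added after the data had been seen. Scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.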

Results

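To follow the transcriptional response to proteasome inhibition, NIH3T3 fibroblasts expressing DD-sfGFP were exposed to bortezomib, and RNA was sequenced at 45, 135 and 405 min and from untreated control cells at 0 min. The destabilizing domain (DD) is an FKBP12 mutant that is degraded by the proteasome unless a stabilizing ligand is bound. Bortezomib inhibits the proteasome, the complex that degrades ubiquitylated proteins. Each of the 4 groups had 4 replicate libraries. Vehicle-treated cells at 45, 135 or 405 min were not analysed here, so an effect of the drug could not be separated from one of elapsed time.

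Library depth differed 34.9-fold. The control libraries held 885471, 861482, 891245 and 864864 fragments assigned to genes (replicates 1 to 4). The 45 min libraries held 18381116, 6107601, 1469951 and 624254, the 135 min libraries 3154062, 4637812, 570323 and 880609, and the 405 min libraries 15213857, 769641, 1385229 and 19930375. The mean depth was 0.876 ± 0.0148 M fragments in control (SD, n = 4), 6.65 ± 8.19 M at 45 min, 2.31 ± 1.93 M at 135 min and 9.32 ± 9.72 M at 405 min (SD, n = 4 each).

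The libraries also differed in composition in a way that the groups did not explain. Olfactory and vomeronasal receptor genes took up 3.25 ± 0.33% of fragments in control (SD, n = 4). In 9 libraries, which were all 4 controls, 45 min replicates 3 and 4, 135 min replicates 3 and 4 and 405 min replicate 2, the share lay between 2.78% and 3.62%. In 5 libraries it was under 0.5%, from 0.00346% (Wilson interval 0.0032% to 0.00375%) in 45 min replicate 1 to 0.215% (0.21% to 0.22%) in 135 min replicate 1. The remaining 2 libraries lay in between, with 0.89% in 135 min replicate 2 and 1.71% in 405 min replicate 3. The density of fragments on receptor genes was 53.2% to 81.7% of the all-gene density in the 9 libraries and 0% to 4.70% in the 5. This density leaves out the 5% of receptor genes with the highest density, which the share does not. The single receptor gene Olfr613 held 0.884% to 1.23% of all fragments in the 9 libraries, so the share was not spread evenly over receptor genes. Ribosomal protein genes showed the opposite order, with 0.353% to 1.16% of fragments in the 9 libraries and 6.66% to 9.34% in the 5. Depth followed the same split, from 570323 to 1469951 fragments in the 9 libraries and from 3154062 to 19930375 in the 5. No control library had a receptor share under 2.5%, so among libraries with low shares bortezomib could not be compared with control.

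**Figure D1:**
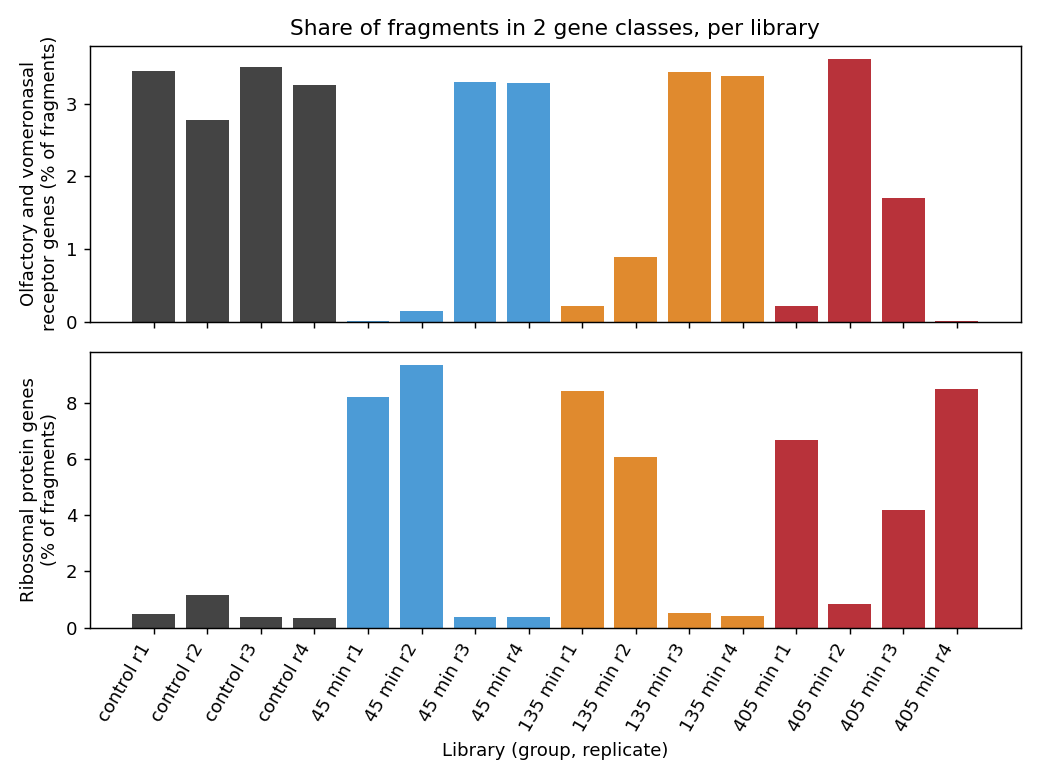
Share of fragments (%, vertical axes) in olfactory and vomeronasal receptor genes (top) and ribosomal protein genes (bottom) for each of the 16 libraries, 1 bar per library (r, replicate) coloured by group. All 4 controls lie between 2.78% and 3.51% in receptor genes and at or below 1.16% in ribosomal protein genes, whereas each bortezomib group mixes high and low libraries.

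The classes of 2.5% and 0.5% were set after the values had been seen. They separated the libraries in a principal component analysis of the tested genes. The first component held 59.2% of the variance. The 9 libraries with receptor shares over 2.5% had scores from -78.7 to -39.6, the 2 in between had 9.44 and 41.8, and the 5 with shares under 0.5% had scores from 69.4 to 126.2. Across all genes, log2(CPM + 1) values of a pair of libraries correlated with a median Pearson r of 0.63 within the 9 libraries, 0.865 within the 5, and 0.374 between a library of each kind (genes are not independent replicates). Within groups, r ranged from 0.594 to 0.837 in control and from 0.306 to 0.894 at 45 min.

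**Figure D2:**
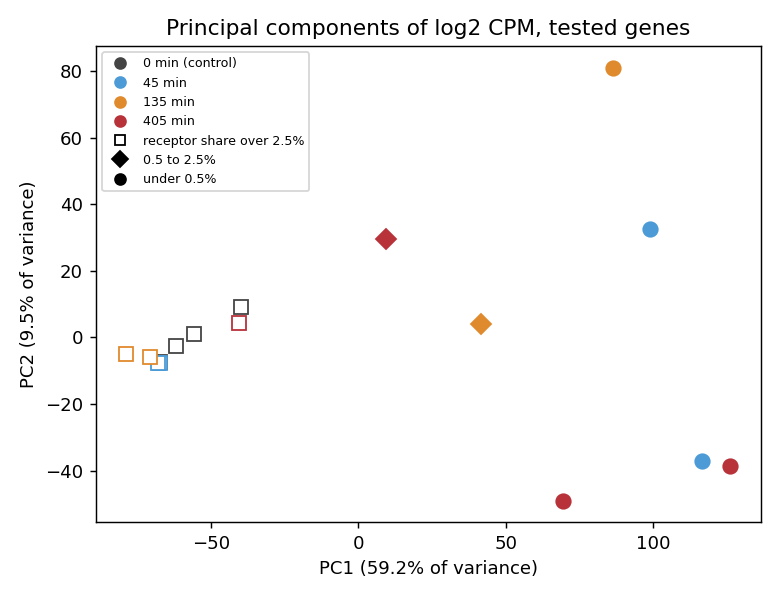
Scores of the 16 libraries on the first (59.2% of variance, horizontal) and second (9.47%, vertical) principal components of log2 CPM over the tested genes, coloured by time, with symbols for the receptor share. The libraries with a receptor share over 2.5% sit together at negative scores on the first component whatever their time point.

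The first question was which genes changed after bortezomib. Of 5030 tested genes, 0 were higher and 0 were lower than in control at 45 min at an adjusted p under 0.05 (edgeR quasi-likelihood test), and the same held at 135 and 405 min. Accordingly, 0 genes were higher and 0 lower than in control at any time point. The smallest adjusted p was 0.381 at 45 min, 0.513 at 135 min and 0.285 at 405 min. At an unadjusted p under 0.05, 609 genes were higher and 39 lower at 45 min, 394 higher and 68 lower at 135 min, and 728 higher and 76 lower at 405 min, against 251.5 genes of either direction expected by chance at each time. The chance number assumes evenly spread p-values. Over the 35 splits of the 8 libraries of each comparison (below), the median count was 23, 56 and 15 instead. It is therefore only a reference, here and in what follows. Over the 3 times, 1015 genes were higher and 169 lower at an unadjusted p under 0.05. The common dispersion of 0.625 corresponded to a variation of 79.1% between replicates. DESeq2 moved the counts most, to 212 genes higher and 5 lower than in control at 405 min.

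Replicate numbers are shared between the groups in the labels, and a fit with the replicate number as a block was made beside the fit without it. With the block, 0 genes again passed at each time, and at an unadjusted p under 0.05 there were 165 genes higher and 93 lower at 45 min, 141 and 76 at 135 min, and 786 and 74 at 405 min. The pairing is taken from the labels. Deviations from the group means correlated with a mean r of 0.0714 between libraries with the same number (across genes). Between libraries with different numbers it was -0.0238. As deviations cancel out within each group, the second value follows largely from the first and is no separate check. Between 45 and 135 min alone, same-numbered libraries correlated with r = 0.522. Replicates 1 and 2 had the lower and replicates 3 and 4 the higher receptor shares at both times, and whether this accounts for the correlation was not tested. Same-numbered libraries of control correlated with r = 0.185 with 45 min, 0.137 with 135 min and -0.107 with 405 min. Those of 405 min correlated with r = -0.101 with 45 min and -0.208 with 135 min.

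Receptor share was then taken into account. In the libraries with a receptor share over 2.5%, 2 libraries at 45 min and 2 at 135 min could be compared with the 4 controls. Of 8372 genes, 0 passed at either time, with 223 genes at an unadjusted p under 0.05 at 45 min and 869 at 135 min, against 418.6 expected by chance. With the log2 receptor share as a covariate, 0 of 5030 genes passed, and 50 genes at 45 min, 316 at 135 min and 148 at 405 min had an unadjusted p under 0.05. With the covariate the numbers at 45 and 405 min were below, and the number at 135 min above, the 251.5 expected by chance.

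Changes between successive time points were tested in the same fit. Between 135 and 45 min 0 genes differed, with 63 at an unadjusted p under 0.05. Between 405 and 135 min 0 genes differed, with 166 at an unadjusted p under 0.05. Both numbers are below the 251.5 expected by chance, which assumes evenly spread p-values. Over the 35 splits of each comparison (below) the medians were 168 and 162. The fit with the replicate block also gave 0 genes for each, with 48 and 110 at an unadjusted p under 0.05.

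The panel of stress genes was examined next, and 11 of its 16 genes passed the filter. At 45 min 9 of the 11 had a positive log2 fold change against control, and at 135 and 405 min all 11 did. The range was 1.96 to 7.62 at 405 min. An unadjusted p under 0.05 was found for 1 gene at 45 min, 6 at 135 min and 11 at 405 min. For none was the adjusted p under 0.05 in the edgeR quasi-likelihood test (smallest 0.285). Over the time points, 9 results for these genes passed with DESeq2 and 24 did not. With edgeR's exact test 5 passed and 28 did not. For 6 of the 11 genes, all 4 libraries at 405 min lay above all 4 controls.

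The heat-shock gene Hspa1b (mm9 chromosome 17, 35093381 to 35096183, minus strand, 1 exon) had 5.48 ± 0.57 log2(CPM + 1) in control and 12.70 ± 1.47 at 405 min (SD, n = 4 each). Its log2 fold change was 7.62 (SE 1.73, adjusted p = 0.285). Its counts at 405 min were 43111, 994, 13987 and 117572, against 22, 42, 33 and 17 in control. Hspa1b is nearly identical in sequence to its neighbour Hspa1a, so the division of fragments between these genes is uncertain. Hsph1 (chromosome 5, 150416862 to 150438951, minus strand) rose from 5.70 ± 0.14 in control to 11.10 ± 2.51 at 405 min (SD, n = 4 each), a log2 fold change of 6.60 (SE 1.48, adjusted p = 0.285). Dnajb1 (chromosome 8, 86132074 to 86135801, plus strand) did not differ from control at 45 min (log2 fold change -0.0019, SE 0.77) and had a log2 fold change of 3.36 (SE 0.83, adjusted p = 0.285) at 405 min. Zfand2a (chromosome 5, 139947165 to 139960503, minus strand) had log2 fold changes of -0.65 (SE 0.81) at 45 min and 3.63 (SE 0.89, adjusted p = 0.285) at 405 min.

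Among the p53 targets of the panel, Mdm2 (chromosome 10, 117125944 to 117147814, minus strand) had log2 fold changes of 2.67 (SE 1.40), 4.36 (SE 1.51) and 4.54 (SE 1.52) at 45, 135 and 405 min, and its adjusted p was 0.285 at 405 min. Its counts at 135 min were 4309, 5743, 33 and 11, which split as the receptor share did. Cdkn1a (chromosome 17, 29227924 to 29237667, plus strand) had log2 fold changes of 0.22 (SE 0.84), 0.27 (SE 0.84) and 2.19 (SE 0.87). Among the libraries with a receptor share over 2.5%, the log2 fold change of Mdm2 was -1.33 at 45 min and -0.42 at 135 min. The ER chaperone gene Hspa5 (chromosome 2, 34627490 to 34632051, plus strand) had a log2 fold change of 4.28 (SE 1.49, adjusted p = 0.285) at 405 min. Among libraries with such a share its log2 fold change was -0.61 at 45 min and -2.34 at 135 min. The counts behind the latter value were 3 and 11, against 39, 34, 21 and 61 in control. Sqstm1 (chromosome 11, 50012868 to 50024329, minus strand) had a log2 fold change of 5.73 (SE 1.58, adjusted p = 0.285) at 405 min. The other 3 tested genes, Bag3, Eda2r and Gclm, had log2 fold changes of 2.76 (SE 0.76), 1.96 (SE 0.74) and 3.07 (SE 1.27) at 405 min.

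**Figure D3:**
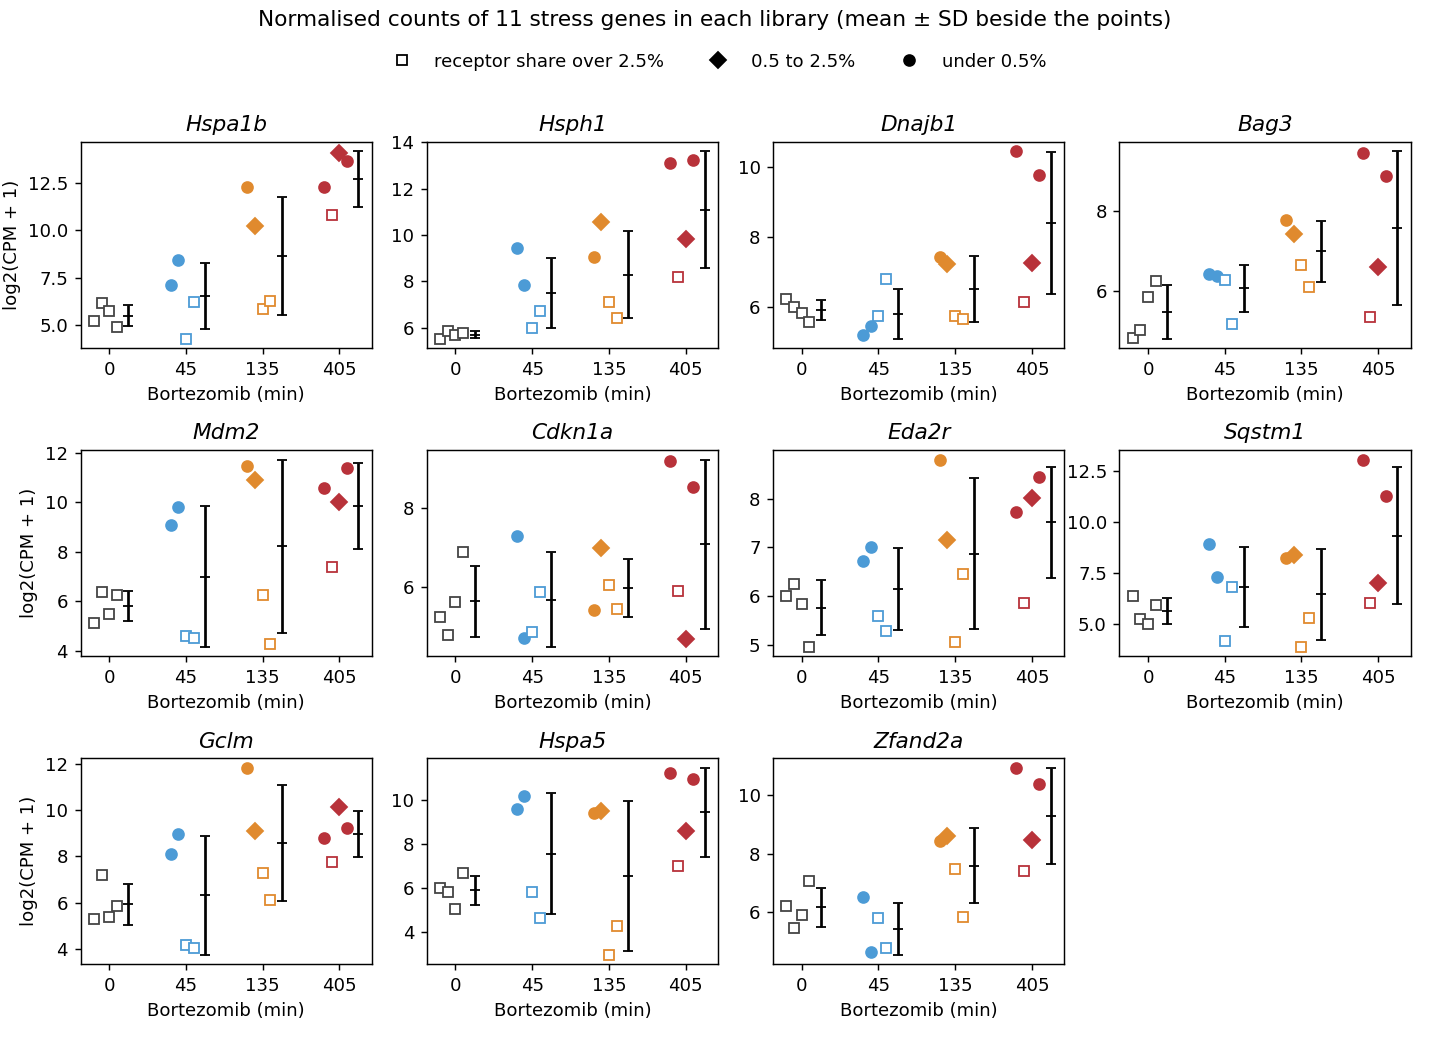
Normalised counts, as log2(CPM + 1) on the vertical axes, of the 11 tested panel genes against time after bortezomib (min, horizontal), 1 point per library, with the mean ± SD of the 4 libraries of each group beside the points and symbols for the receptor share. Hspa1b lies above all controls in all 4 libraries at 405 min, and for Mdm2 and Hspa5 at 45 and 135 min only libraries with a receptor share under 2.5% lie above the controls.

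The filter removed Hmox1, Osgin1, Ddit3 and Ubb, each of which had 0 counts in at least 1 library. In exact permutation tests against control, Hmox1 was higher by 3.30 on the log2(CPM + 1) scale at 135 min and Ubb was higher by 5.70 at 405 min. Each had p = 0.0286 (2-sided exact permutation test), the smallest p that 4 libraries against 4 can give, and p = 0.143 after adjustment over the 15 exact tests run. The other tests of these 4 genes gave larger p-values. The size of the Hmox1 difference rests in part on a 0 in control replicate 4. The other controls had 5.36, 5.47 and 4.41. All 135 min libraries lay above these, from 5.70 to 9.17.

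Finally, the gene sets were tested as wholes. The chaperone set (10 tested genes) had a mean log2 fold change of 1.88 at 45 min (camera, adjusted p = 0.0463), 2.64 at 135 min (adjusted p = 0.00149) and 4.59 at 405 min (adjusted p = 2.05e-07). Its mean log2(CPM + 1) was 6.32 ± 0.45 in control and 10.37 ± 1.56 at 405 min (SD, n = 4 each), and it lay above all controls in 2, 2 and 4 of the 4 libraries at the 3 times. The p53 target set (9 genes) had mean log2 fold changes of 0.84 (adjusted p = 0.402), 1.73 (adjusted p = 0.00265) and 2.17 (adjusted p = 0.00207), and lay above all controls in 2, 3 and 4 libraries. The ER stress set (5 genes) had 2.76 (adjusted p = 0.0316), 2.48 (adjusted p = 0.0316) and 3.47 (adjusted p = 0.00265), in 2, 2 and 4 libraries. The oxidative stress set (7 genes) passed only at 405 min, with 2.56 (adjusted p = 0.0102), in 4 of 4 libraries. The proteasome set (9 of 39 genes) had 1.90 (adjusted p = 0.101), 1.68 (adjusted p = 0.269) and 2.42 (adjusted p = 0.0316), in 2, 2 and 3 libraries. The ubiquitin set held only 2 tested genes and had 3.64 (adjusted p = 0.0931), 3.13 (adjusted p = 0.0773) and 3.94 (adjusted p = 0.0466). Differences of a set between time points were not tested over all libraries.

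With the replicate number as a block the chaperone set had mean log2 fold changes of 1.20 (adjusted p = 0.0547), 1.97 (adjusted p = 0.000753) and 4.74 (adjusted p = 1.6e-07). The alternative that moved the sets most was the restriction to libraries with a receptor share over 2.5%, where the chaperone set had a mean log2 fold change of -0.32 at 45 min (adjusted p = 0.502) and 0.27 at 135 min (adjusted p = 0.453). There the proteasome set was lower than in control at 135 min, at -1.58 (camera, adjusted p = 0.037). That value rests on 135 min replicates 3 and 4, in which 47.5% and 32.8% of all genes had 0 counts. In the controls 6.71% to 27.7% did. A fall in expression can therefore not be told apart from sparse counting there. At 405 min only 1 library had a receptor share over 2.5%, so that group had no spread of its own, and no test was made. With the receptor share as a covariate the chaperone set at 405 min had a mean log2 fold change of 3.32 (adjusted p = 2.34e-15) and the proteasome set 0.88 (adjusted p = 0.185).

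**Figure D4:**
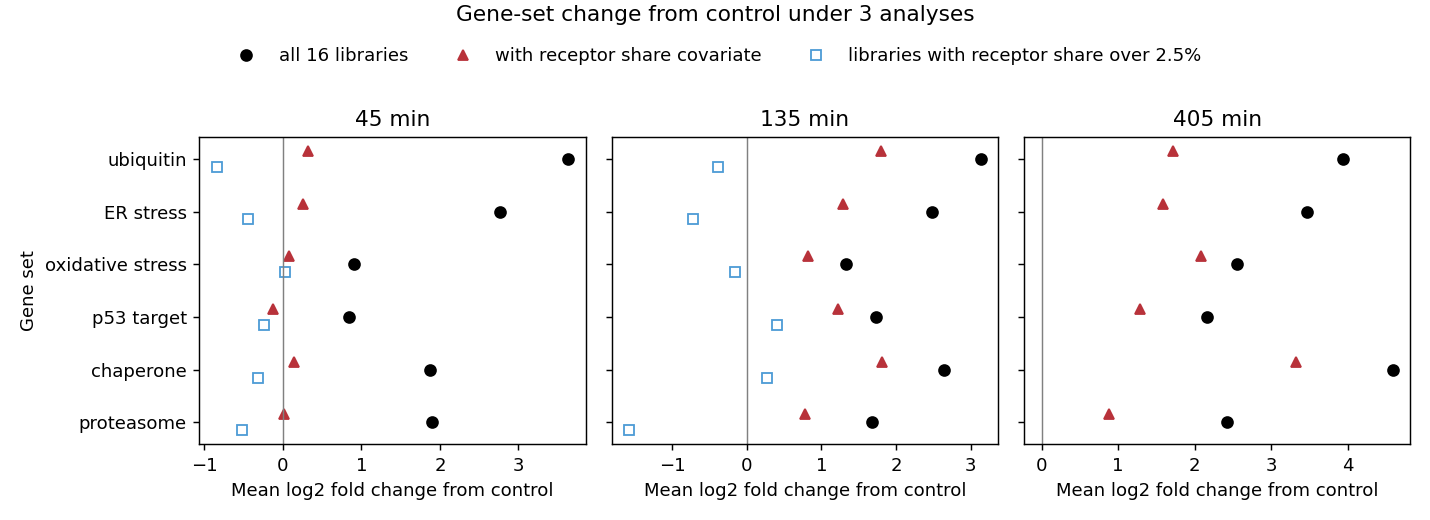
Mean log2 fold change from control (horizontal) of 6 gene sets (vertical) at 45, 135 and 405 min, from all 16 libraries (circles), with the receptor share as a covariate (triangles) and from libraries with a receptor share over 2.5% only (squares, 45 and 135 min). At 45 min the mean of the chaperone set was 1.88 with all libraries, 0.13 with the covariate and -0.32 in the restricted libraries.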

Values the study reported

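The study reported that bortezomib induced 583 genes in these cells, at a false discovery rate of 0.05. Of these, 65 were also induced when the DD was left unfolded. By a hypergeometric test the study gave this overlap a p-value of 2.42e-1.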

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

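The tests in this part were fixed before their results had been seen, except the values for the other controls beside Osgin1. In each group of 4 libraries the lowest and the highest library were compared with the rest by Dixon's ratio, for library measures and panel genes. Of 76 such groups 2 exceeded the critical value, and chance alone would give 3.8.

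Osgin1 had 0 counts in control replicate 4, a log2(CPM + 1) of 0, whereas the other controls lay between 5.24 and 5.58. A candidate explanation is sparse sampling in that library. Of 4750 genes with a similar mean count in the other controls, 13.2% were also at 0 in control replicate 4, which fits that explanation. With genes chosen in the same way for each of the other controls, from the 3 controls left, 3.45%, 0.392% and 0.0658% were at 0 in control replicates 1, 2 and 3. As the sample is an untreated replicate, no biological explanation was tested.

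Bag3 was lowest in 45 min replicate 4, at a log2(CPM + 1) of 5.19, whereas the other libraries at 45 min lay between 6.28 and 6.42. Among 624 genes with a similar level in those libraries, the gap of Bag3 stood at the 22.6th percentile, so a gap of this size was common in that library and may reflect sparse sampling.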

How the results depend on the processing

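The fits with the receptor share as a covariate, and those of libraries with a receptor share over 2.5%, were chosen after the data had been seen. The cause of each change given here was not tested.

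The counts of genes past the threshold stayed at 0 under RLE factors, the fits of only the 2 groups compared, the replicate block, thinning, the covariate, the libraries with high shares (45 and 135 min) and the 16 fits that each left out 1 library. In 8 of those fits a control or 405 min library was left out. The number of genes higher at 405 min at an unadjusted p under 0.05 then ranged from 280 to 930. In the matching fits for the other times, the number of genes higher ranged from 169 to 905 at 45 min. It ranged from 87 to 878 at 135 min. With DESeq2, 1 gene was higher at 45 min, 2 at 135 min and 212 at 405 min, 5 were lower at 405 min, and over all times 212 were higher and 5 lower. The edgeR exact test called 12 genes higher at 405 min and 12 at any time. With filterByExpr 1 gene was lower at 405 min, 1 at any time, and 1 differed between 405 and 135 min. With no filter these numbers were 1, 1 and 2.

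Gene sets gained with looser filters. With filterByExpr the mean log2 fold changes that came to pass the threshold were 2.40 (proteasome), 0.89 (p53 target), 1.23 (oxidative stress) and 4.32 (ubiquitin) at 45 min, and 1.99 (proteasome), 1.5 (oxidative stress) and 4.01 (ubiquitin) at 135 min, whereas the ubiquitin set at 405 min no longer passed (2.23). With no filter they were 2.27, 0.90, 1.24 and 4.34 at 45 min and 1.97, 1.51 and 4.04 at 135 min.

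Other settings took sets below the threshold. With the replicate block these were the chaperone (1.20) and ER stress (1.75) sets at 45 min and the ER stress set at 135 min (1.51). Thinning did so for the chaperone set at 45 min (1.51). The fry test, which leaves the means as they are, did so for the chaperone (1.88) and ER stress (2.76) sets at 45 min, for the chaperone (2.64), p53 target (1.73) and ER stress (2.48) sets at 135 min, and for the proteasome (2.42), p53 target (2.17), ER stress (3.47) and ubiquitin (3.94) sets at 405 min. The covariate did so for the chaperone (0.13) and ER stress (0.25) sets at 45 min, ER stress (1.29) at 135 min, and proteasome (0.88) and ubiquitin (1.72) at 405 min, and it reversed the p53 target set at 45 min (-0.12).

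Among libraries with a share over 2.5%, the proteasome (-0.52), chaperone (-0.32), p53 target (-0.24), ER stress (-0.44) and ubiquitin (-0.84) sets reversed at 45 min, and the proteasome (-1.58), oxidative stress (-0.16), ER stress (-0.72) and ubiquitin (-0.38) sets at 135 min. The chaperone (0.27) and p53 target (0.41) sets at 135 min no longer passed. No fit at 405 min was made there, because 1 library remained. The values at 135 min rest on replicates 3 and 4, in which 47.5% and 32.8% of all genes had 0 counts.

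When 1 library was left out, the sets that crossed the threshold in at least 1 fit ranged as follows in mean log2 fold change. At 45 min the chaperone set ranged from 1.55 to 2.11, ER stress from 2.11 to 3.10, proteasome from 1.5 to 2.44 and ubiquitin from 2.77 to 4.17. At 135 min ER stress ranged from 2.03 to 2.91, proteasome from 1.26 to 1.94 and ubiquitin from 2.49 to 3.66. At 405 min proteasome ranged from 1.76 to 2.76 and ubiquitin from 3.21 to 4.47. The chaperone set at 405 min passed in all of its 8 fits, from 4.22 to 4.92.

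Single genes reversed as well, none with an adjusted p under 0.05. Dnajb1 at 45 min became positive with filterByExpr (0.21), no filter (0.21) and high shares only (0.45), and ranged from -0.49 to 0.23 when 1 library was left out. Cdkn1a at 45 min became negative with the block (-0.0952), thinning (-0.0386), the covariate (-0.82) and high shares only (-0.40), and ranged from -0.62 to 0.77 when 1 library was left out. At 135 min Cdkn1a was -0.0155 with the covariate and -0.19 with high shares only, and ranged from -0.21 to 0.83 when 1 library was left out. With the covariate Bag3 (-0.0616), Eda2r (-0.35), Sqstm1 (-0.0822) and Gclm (-0.53) also reversed at 45 min. With high shares only, Hspa1b (-0.0311), Mdm2 (-1.33), Eda2r (-0.38), Gclm (-2.06) and Hspa5 (-0.61) reversed at 45 min, and Dnajb1 (-0.34), Mdm2 (-0.42), Eda2r (-0.000544), Sqstm1 (-1.06) and Hspa5 (-2.34) at 135 min. In the tests of single genes 14 results came to pass the threshold, 9 with DESeq2 and 5 with the exact test. With DESeq2 these were Hspa1b at 135 min and Hspa1b, Hsph1, Dnajb1, Bag3, Mdm2, Sqstm1, Hspa5 and Zfand2a at 405 min. With the exact test they were Hspa1b, Hsph1, Dnajb1, Sqstm1 and Zfand2a at 405 min.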

Other observations

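The classes of receptor share, the tests of depth, of the covariate, of sequence with over 100 copies and of other splits of the libraries, and the comparison of libraries with low shares were all chosen after the library compositions had been seen. For the splits, a first version counted sets at an adjusted p under 0.05, adjusted over the 6 sets of 1 time point and not over all 18 tests. The real split then had 0 sets at 45 min, 3 at 135 min and 6 at 405 min, and 8, 3 and 2 of 8 splits, the real one included, gave as many. It was replaced by the count at an unadjusted p under 0.05 after this had been seen, because 0 sets are matched by every split.

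The number of induced genes was 0 at any time point at an adjusted p under 0.05, with 1015 at an unadjusted p under 0.05. At the adjusted threshold that is lower than the value quoted from the study above. The 2 numbers are not like for like. The study did not say which edgeR test it used or in how many libraries a zero removed a gene. With the same 5030 genes, 12 were higher at any time with edgeR's exact test and 212 with DESeq2.

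Receptor genes, whose use is largely restricted to sensory tissue, held between 2.78% and 3.62% of the fragments in 9 libraries, all controls among them. Reads from genomic DNA or other untargeted sequence are a candidate explanation. In 119 keratin-associated, beta-defensin and taste receptor genes, other families with tissue-restricted use, the density was at least 51.5% of the all-gene density in each of the 9 libraries and at most 4.21% in each of the 5 with low shares, which fits that explanation. Between the 9 and the 5 libraries depth could not be separated from it, because the deepest of the 9 held 1.47 M fragments and the shallowest of the 5 held 3.15 M. The 2 libraries in between did not follow depth alone. Replicate 3 of 405 min, with 1385229 fragments, had a share of 1.71%, against 3.30% in 45 min replicate 3 with 1469951. Replicate 2 of 135 min, with 4637812 fragments, had 0.89%, against 0.215% in the shallower replicate 1. A second explanation tried for the genes that lead the 9 libraries was reads from repeated sequence. The 4 leading genes with an annotation include the receptor gene Olfr613. Among these 4, the shares of exon 31-mers that recur in the genome were 10.05%, 22.0%, 30.7% and 74.6%. Only the last lies above the 95th percentile of 200 random genes (63.7%), so the test, which asked for all 4 above it, was not met. The shares of 31-mers with over 100 copies were 7.09%, 19.1%, 24.1% and 52.8%, all above the 95th percentile of the random genes (1.78%), so reads from highly repeated sequence remain a candidate explanation for these genes. As each bortezomib group holds libraries of both kinds, no biological explanation was tested.

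The share of receptor genes with no fragment differed among the 9 libraries, from 3.70% in control replicate 3 to 78.8% in 135 min replicate 3. In control replicate 4, 51.4% of receptor genes were at 0, whereas a Poisson distribution with the same mean would give 0.21%. For control replicate 3 it would give 0.0415%, and for 135 min replicate 3 it would give 2.74%.

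The difference in background may account for part of the genes that differed from control at an unadjusted p under 0.05. Across genes, the log2 fold change at 405 min followed that between the low- and high-share libraries within the 45 min group, where treatment is the same, with a Spearman rho of 0.837 (genes are not independent replicates). With the receptor share as a covariate, 148 genes remained at an unadjusted p under 0.05 at 405 min, fewer than the 251.5 expected by chance, and 50 at 45 min. At 135 min 316 remained, more than expected by chance. The chance number assumes evenly spread p-values, and other splits of the libraries gave quite different counts (next paragraph). These counts alone can therefore not show how much the background accounts for. All controls have high shares, so share and treatment overlap and the covariate can also remove an effect of bortezomib.

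Other splits of the 8 libraries of a comparison were tested with the same fit. Only 8 of the 35 splits part all same-numbered pairs as the real one does, so a share under 0.05 was out of reach, and none of the comparisons with 8 splits can be told apart from a chance division. Among the 8, the real one included, as many genes at an unadjusted p under 0.05 as in the real split were found in 3 splits at 45 min, 1 (the real split) at 135 min and 2 at 405 min. For 135 against 45 min it was 8 splits, and for 405 against 135 min it was 5. As many gene sets at an unadjusted p under 0.05 were found, again with the real split counted, in 4 splits at 45 min, 4 at 135 min and 2 at 405 min. The other 27 splits keep some same-numbered libraries on the same side, and 10, 7 and 0 of them gave as many genes at 45, 135 and 405 min. For genes that differed from control at any time point, 20 of 100 assignments within replicate numbers, the real one included, gave as many, so chance assignment remains an explanation. The splits followed the receptor share. At 45 min, the 15 splits that kept both low-share libraries together gave 617 to 916 genes and the 20 that parted them gave 8 to 24. At 135 min the 15 splits that kept both libraries with shares under 2.5% together gave 356 to 662 genes, and the other 20 gave 32 to 62. At 405 min the 5 splits that kept all 3 such libraries together gave 627 to 836 genes, and the other 30 gave 2 to 278. There the only other split with as many genes exchanged replicate 2 of 405 min with control replicate 2, which both have high shares. Splitting the 45 and 135 min libraries into those with shares over 2.5% and the rest gave 2332 genes at an adjusted p under 0.05 (edgeR quasi-likelihood test), against 0 for the real split (63 at an unadjusted p under 0.05). In the comparisons of all libraries with control, where every control has a high share, the receptor share and the group cannot be told apart from the counts of genes. Among libraries with shares over 2.5% only, 223 genes at 45 min and 869 at 135 min had an unadjusted p under 0.05, against 418.6 expected by chance, and 0 passed at an adjusted p under 0.05. No such fit was made at 405 min.

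At 405 min the stress gene sets were higher than in control, and a difference in background was tested by comparing the 2 low-share libraries at 405 min (replicates 1 and 4) with the 2 at 45 min (replicates 1 and 2). This comparison has no control library and sets treated cells against treated cells. The mean log2 fold change of the chaperone set was 2.75 (camera, adjusted p = 5.86e-16 over the 6 sets), with 12 of 12 genes higher. It was 2.49 for the oxidative stress set (adjusted p = 2.6e-10), 1.44 for the p53 target set (adjusted p = 3.17e-06), 0.99 for the ER stress set (adjusted p = 0.00886) and 0.64 for the proteasome set (adjusted p = 0.00117). In these 5 sets a difference in background, as measured by receptor share, would alone have given 0 or a lower value. That holds for the step from 45 to 405 min. How much of the rise from control is background cannot be read from it, because every control has a high share. The genes differ too, with 35 tested in the proteasome set against 9 in the fit of all libraries. Genes at 0 made up 5.65% in 405 min replicate 1 and 38.7% to 45.2% in the other libraries compared. The ubiquitin set had 0.96 (adjusted p = 0.108), so its change cannot be told apart from the background. Camera takes the correlation between genes as fixed at 0.01, and 2 libraries stand on each side. Among 10592 single genes, 9 were higher and 0 lower at 405 min at an adjusted p under 0.05, with 1083 at an unadjusted p under 0.05 against 529.6 expected by chance. Of the panel, Dnajb1 (log2 fold change 4.85, adjusted p = 0.0193) and Zfand2a (4.86, adjusted p = 0.0401) passed.

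The expression level of the genes was tested with 10000 random lists matched on expression in the low-share libraries at 45 min. The mean log2 fold change from control at 405 min stood at the 100th percentile of those lists for the chaperone, p53 target and oxidative stress sets, at the 99.95th for the proteasome set and at the 99.82th for the ER stress set. The median lists rose as well, by 1.46 (chaperone), 0.74 (p53 target), 0.52 (oxidative stress), 1.30 (proteasome) and 2.02 (ER stress). The sets themselves had 4.59, 2.17, 2.56, 2.42 and 3.47. Expression level thus remains an explanation for part of each rise. For the ubiquitin set the mean of 3.94 stood at the 90.56th percentile, with a median of 2.99, so expression level remains an explanation there. The single 405 min library with a share over 2.5% (replicate 2) had a mean log2(CPM + 1) of 8.27 over the chaperone set, above the 5.76 to 6.84 of the 4 controls. It also lay above all controls for the p53 target (6.70), oxidative stress (6.67) and ER stress (6.71) sets, and within the range of the controls for the proteasome set (5.99, controls 5.30 to 6.05) and the ubiquitin set (6.99, controls 5.19 to 7.30). This single library allows no replicate check. The 8 splits could not separate the rise of the sets from a chance division of the libraries, since their share cannot fall under 0.05 and the real split already has all 6 sets. A response to bortezomib by 405 min remains a hypothesis.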
